A study of Mus musculus with 15 samples.

How the data were processed

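RNA of cultured primary mouse hippocampal neurons was sequenced in 15 libraries. Cultures that had differentiated for 7 days received 5 mM acetate or its medium vehicle for 24 h, combined with 20 µM of an ACSS2 inhibitor or its DMSO solvent. Total RNA was isolated with QIAzol and RNeasy columns and made into strand-specific libraries with the NEBNext Ultra II Directional kit, per the labels' protocols. The deposited table holds whole-number read counts per gene symbol for each library, made by the authors and not normalized. STAR 2.5.2a, HTSeq 0.6.1p1, DESeq2 and the genome build mm10 are named per the submitters' processing notes. The gene annotation, the counting mode and the strand setting are not given in the sources used here, so overlapping and antisense genes (such as Xist and its antisense Tsix) and genes with near-identical copies are uncertain.

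The table ends with 5 summary lines that name no gene: reads aligned to several places (24.4% to 29.3% of a library's counts), reads on no annotated gene (12.7% to 17.6%), ambiguous reads (0.49% to 0.60%) and others. Together they took 38.9% to 47.4% of a library and were left out of library sizes and tests. Gene counts ranged from 19688231 to 39234799 per library, with a median of 22722121, so 1 count was worth 0.028 to 0.054 CPM. The 10 most abundant genes took 3.99% to 8.22% of the gene counts. Intervals on a library's share cover counting error only.

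Groups and replicate numbers were taken from the labels. Nothing states that replicates came from separate cultures or animals, so p-values measure the spread between these samples only. Within-group pairs of libraries were compared by chi-square over genes with at least 20 counts in the pair; the 21 pairs had 4.65 to 144 per gene, so no library was a copy of another of its group; libraries of different groups were not compared this way.

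Counts were analysed in R 4.3.3 with edgeR 4.0.16 (limma 3.58.1). Genes were kept with edgeR's default expression filter, libraries were scaled by TMM (factors 0.89 to 1.13), and all 15 libraries entered a single quasi-likelihood fit with a mean per group. Comparisons were acetate against vehicle without and with inhibitor, the difference of these responses, and inhibitor against DMSO without and with acetate. A gene passed at a Benjamini-Hochberg adjusted p under 0.05, and the SE is the fold divided by the square root of the F statistic. Levels per library are TMM-scaled CPM, and log2 CPM used a prior count of 2.

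Gene lists were written before the data were examined: 34 lists of pathways, synaptic components and cell type markers, of which 33 had tested members; erythroid markers had 0. Lists were tested with camera at a preset correlation of 0.01, adjusted over 33 lists and 5 comparisons, and again with the correlation estimated from the data and with fry, which asks whether a list's own genes move on balance in a single direction. With an estimated correlation, 0 of the 59 camera calls held, and the smallest adjusted p was 0.557. For acetate without and with inhibitor, fry called 27 and 22 lists, where camera called 18 and 19. For the difference of responses fry called 3 and camera 5. For the inhibitor without and with acetate fry called 3 and 5, and camera 10 and 7. Genes were named by a rule fixed at the same time: up to 10 genes with the highest and 10 with the lowest fold among those past the threshold, with an average log2 CPM of at least 2 and no overlap between the groups' libraries (this last condition was left out for the difference of responses), without genes named by a number, ribosomal protein genes and mitochondrially encoded genes; up to 4 members of each list with the smallest p; and Acss2, Acss1, Acly, Fos, Arc and Bdnf in every comparison. Genes are also given in a further comparison where they were named in another, and Xist and the Y-linked genes were chosen after their values were seen.

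The steps were tested on simulated data, with 60 to 79 genes changed by each of 3 known folds among 15075. Of genes changed 1.5, 2 and 3 fold in DMSO acetate, 52.2%, 79.1% and 90.6% were recovered in the acetate comparison without inhibitor, with 4 false calls. In the inhibitor comparison with acetate the shares were 55.1%, 82.1% and 93.8%, with 7 false calls, and in the difference of responses 20.3%, 55.2% and 73.4%, with 1. In a second simulation with changes in inhibitor vehicle, the acetate comparison with inhibitor recovered 35.0%, 75.9% and 88.5% with 7 false calls, and the inhibitor comparison without acetate 33.3%, 78.5% and 86.9% with 9, and the difference of responses 13.3%, 64.6% and 82.0% with 6. A list changed 1.3 fold was recovered by camera, and 0 of 32 other lists were called. Whether genes of a list varied together in the simulation as in the measured libraries was not tested. The 0 of 32 therefore sets no bound on false list calls in the measured libraries.

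Alternatives also set at that time were DESeq2 size factors and upper-quartile scaling, other filters, a minimum fold of 1.2, DESeq2 1.42.0, only the groups compared, the replicate number as a block and leaving out each library. Chosen after the data were seen were the non-neuronal score as a covariate, leaving out DMSO vehicle 1 and inhibitor vehicle 2, and scaling on pan-neuronal and excitatory neuron markers. DESeq2 gave no adjusted p for 3100 to 9296 of 19975 genes, by comparison, and these were not counted as calls. Positions are those of whole genes in GENCODE release M21 on GRCm38 (mm10), matched by symbol for 23563 of 24498 symbols (96.2%); the genes located in the text are protein-coding except Xist, a long noncoding RNA.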

Results

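Gene expression was measured by RNA-seq in primary mouse hippocampal neurons, cells taken from the hippocampus and grown in culture. The cultures received acetate, which the liver releases when it breaks down alcohol and which the study used to model heavy drinking, or vehicle. Each was given together with an inhibitor of ACSS2 or its solvent, DMSO. ACSS2 is the enzyme that joins acetate to coenzyme A, and acetyl-CoA donates the acetyl groups of histones. The 15 libraries fell into 4 groups: 4 with DMSO and vehicle, 4 with DMSO and acetate, 3 with inhibitor and vehicle, and 4 with inhibitor and acetate. Libraries are named by group and replicate number, such as DMSO vehicle 1. Reads counted on genes numbered 19929931 to 27262766 per library in DMSO vehicle, 19688231 to 39234799 in DMSO acetate, 22291410 to 25006845 in inhibitor vehicle and 21323812 to 23235349 in inhibitor acetate. Of 24498 genes in the table, 15075 were tested, and they held 99.97% of the gene counts. The biological coefficient of variation within groups was 16.8%. Fold changes below are log2 values with their standard errors (SE) from edgeR's quasi-likelihood test. A gene is said to have risen or fallen only where its Benjamini-Hochberg adjusted p was under 0.05.

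Marker transcripts of cells other than neurons were, by their mean, lower in all 8 acetate libraries than in 6 of the 7 vehicle libraries, and inhibitor vehicle 2, a library without acetate, had the lowest mean of all 15; cells were not counted. This mean, the non-neuronal score, taken in log2 CPM (read counts relative to the TMM-scaled library size) over 5 marker lists for astrocytes, oligodendrocytes, microglia, vessel cells and meninges, was 4.0 ± 0.66 (SD, n = 4) in DMSO vehicle and 2.01 ± 0.08 (n = 4) in DMSO acetate. It was 3.24 ± 1.32 (n = 3) in inhibitor vehicle and 1.88 ± 0.13 (n = 4) in inhibitor acetate. Csf1r, the growth factor receptor of microglia and macrophages (chromosome 18, 61100598 to 61132149), stood at 43.7 ± 22.6 CPM in DMSO vehicle and 1.77 ± 0.59 CPM in DMSO acetate. Pan-neuronal markers went the other way, at 7.88 ± 0.22 log2 CPM in DMSO vehicle and 8.54 ± 0.06 in DMSO acetate. The vehicle libraries were uneven. DMSO vehicle 1 scored 3.03 against 4.1999 to 4.419 in the other libraries of its group, and inhibitor vehicle 2 scored 1.72 against 3.83 and 4.16. Transcripts that tell male from female cells also moved with acetate, a pair of markers chosen after their values were seen. Xist, the RNA that silences the second X chromosome of female cells (chromosome X, 103460366 to 103483254), was at 66.1 ± 6.0 CPM (n = 4) in DMSO vehicle and 128 ± 9.5 CPM (n = 4) in DMSO acetate, and at 63.9 ± 3.2 CPM (n = 3) and 149 ± 12 CPM (n = 4) with the inhibitor. Eif2s3y, a gene of the Y chromosome (1010543 to 1028847), was at 18.3 ± 0.78 CPM in DMSO vehicle and 10.3 ± 0.59 CPM in DMSO acetate.

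**Figure D1:**
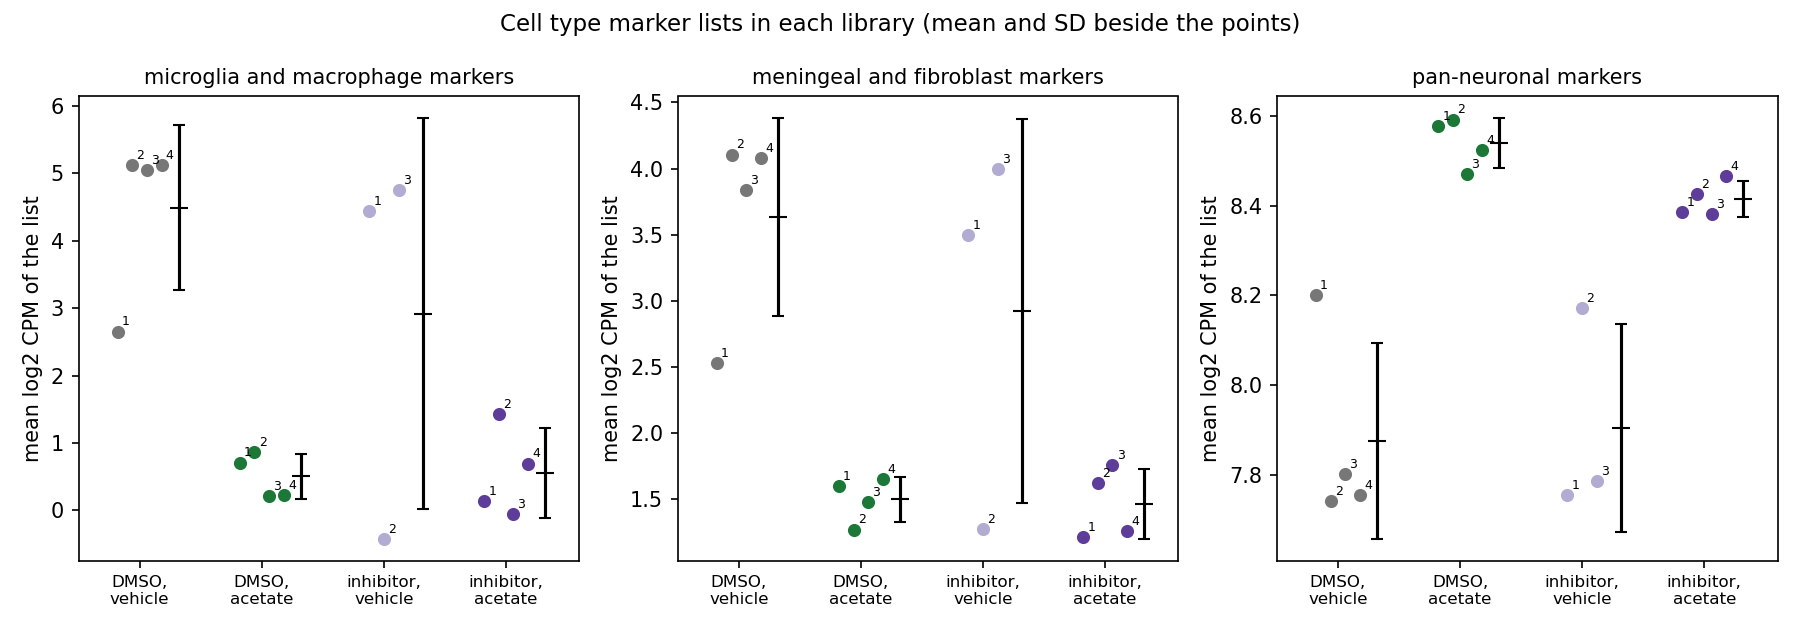
Mean log2 CPM of the markers of microglia, of meninges and of neurons in each library, with 1 point per library, the replicate number beside it and the group mean with its SD as a bar. Microglia markers lie at 2.65 in DMSO vehicle 1 and 5.05 to 5.13 in the other DMSO vehicle libraries, at -0.43 in inhibitor vehicle 2, and at 0.22 to 0.87 in DMSO acetate.

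The first comparison asked which genes respond to acetate in cultures without inhibitor. The strongest named rise was that of Nts, the precursor of the neuropeptide neurotensin (chromosome 10, 102481756 to 102490486), with a fold of 3.70 (SE 0.30, adjusted p = 3.1e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its level was 0.50 ± 0.23 CPM (SD, n = 4) with vehicle and 6.37 ± 0.84 CPM (n = 4) with acetate. Other named rises were those of Nrsn2, with 2.69 (SE 0.18), Fam131c, with 2.38 (SE 0.12), and Klk8, a secreted protease of the hippocampus, with 2.18 (SE 0.21). Falls included those of Acta2, the smooth muscle actin, at -6.45 (SE 0.78), and Cx3cr1, the fractalkine receptor of microglia, at -6.10 (SE 0.86). In all, 3575 genes rose and 4139 fell. Without DMSO vehicle 1 and inhibitor vehicle 2, the vehicle libraries that stood apart, 4269 rose and 4811 fell. Scaled on neuronal markers, 395 rose and 11228 fell.

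Of 31 genes of synaptic vesicles and transmitter release, 19 rose and 3 fell (20 and 3 adjusted over the list alone), with a median fold of 0.53; Syt7, a calcium sensor of vesicle release, rose by 1.09 (SE 0.08). Of 27 postsynaptic density genes, 19 rose and 3 fell (19 and 3 adjusted over the list alone), with a median of 0.48; Dlg4, which encodes the scaffold protein PSD-95, rose by 0.83 (SE 0.12). Of 37 voltage-gated ion channels, 21 rose and 2 fell (23 and 2 adjusted over the list alone), with a median of 0.36, led by the calcium channel Cacna1g at 1.18 (SE 0.09) and the pacemaker channel Hcn2 at 1.06 (SE 0.11). Among 25 glutamate receptors, 11 rose and 1 fell under both adjustments, with a median of 0.25; the metabotropic receptor Grm5 rose by 1.22 (SE 0.19). These 4 lists passed camera, a test of a list against all other genes, with adjusted p = 6.92e-06, 3.95e-05, 6.45e-05 and 0.00909. The matching values were adjusted p = 0.557, 0.586, 0.557 and 0.557 with an estimated correlation. Of 14 pan-neuronal markers, 11 rose under both adjustments, with a median of 0.70, and the neuronal tubulin Tubb3 rose by 1.19 (SE 0.19); the camera value was 6.32e-07, and adjusted p = 0.557 with an estimated correlation. The non-neuronal score went from 4.0 to 2.01 over the same comparison. Scaled on neuronal markers, a setting chosen after the data were seen, the medians of the 4 synaptic lists turned negative, to -0.08 for vesicle genes, -0.13 for the postsynaptic density, -0.25 for channels and -0.38 for glutamate receptors, while Syt7 stayed at 0.47 and Cacna1g at 0.55. That scaling shifted the median of all genes by -0.63. It takes neuronal markers as unchanged, so it cannot show a change that synaptic genes share with those markers.

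Oxidative phosphorylation genes encoded in the nucleus, which make the respiratory chain, had a median of 0.43, with 30 of 36 raised and 0 lowered (32 and 0 adjusted over the list alone). Cox5a, a subunit of cytochrome oxidase, rose by 0.72 (SE 0.12). Of 36 cytosolic ribosomal protein genes, 28 rose and 0 fell under both adjustments, with a median of 0.37; Rpl37 rose by 0.64 (SE 0.10). In these 72 genes edgeR called no fall. Camera gave adjusted p = 8.29e-09 and 6.32e-07 for the 2 lists, and each had adjusted p = 0.586 with an estimated correlation. Ribosomal protein genes have many processed pseudogenes, so their counts are uncertain. Of 25 genes of sterol synthesis and uptake, 11 rose and 1 fell under both adjustments, with a median of 0.46; Dhcr7, the last enzyme of cholesterol synthesis, rose by 1.19 (SE 0.20), at adjusted p = 0.00358 by camera and adjusted p = 0.805 with an estimated correlation. Without DMSO vehicle 1 the median of sterol genes was 0.71, and with the non-neuronal score as a covariate it was -0.12. Scaled on neuronal markers the 3 medians were -0.19, -0.25 and -0.12. Among genes that handle acetate and acetyl-CoA, Slc25a1, the mitochondrial citrate carrier, rose by 1.205 (SE 0.13). Acss2 itself (chromosome 2, 155517948 to 155585724) stood at 25.8 ± 6.6 CPM (SD, n = 4) with vehicle and 30.6 ± 0.88 CPM (n = 4) with acetate, a fold of 0.25 (SE 0.15) at adjusted p = 0.177 by edgeR with Benjamini-Hochberg adjustment; without DMSO vehicle 1 the fold was 0.43 at adjusted p = 0.00425, and scaled on neuronal markers it was -0.34 at adjusted p = 0.0418. Acly, the cytosolic source of acetyl-CoA from citrate, had a fold of 0.51 (SE 0.21) and Acss1, the mitochondrial relative of Acss2, of -0.11 (SE 0.17), and neither passed the test. Without DMSO vehicle 1 the fold of Acly was 0.82 at adjusted p = 0.000328, and without inhibitor vehicle 2 it was 0.51 at adjusted p = 0.0407, by edgeR with Benjamini-Hochberg adjustment.

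Of 27 immediate early genes, which neurons switch on within minutes of firing, 19 fell and 1 rose under both adjustments, with a median of -0.87. Their mean level was 4.19 ± 0.06 log2 CPM (SD, n = 4) with vehicle and 3.32 ± 0.07 (n = 4) with acetate. Fos (chromosome 12, 85473890 to 85477273) fell by 1.73 (SE 0.27) and Nptx2, a secreted organizer of excitatory synapses, fell by 2.22 (SE 0.25), while Arc fell by 1.06 (SE 0.30) and Bdnf, a growth factor for neurons, fell by 0.61 (SE 0.14). Camera gave adjusted p = 6.91e-05, and adjusted p = 0.557 with an estimated correlation. Oxidative stress genes had a median of -0.85, with 18 of 25 lowered and 3 raised (19 and 4 adjusted over the list alone); Hmox1, the heme-degrading enzyme, fell by 1.98 (SE 0.27), with adjusted p = 8.26e-05 by camera and adjusted p = 0.586 with an estimated correlation. Hk2, the inducible hexokinase, fell by 1.46 (SE 0.11) and the glucose transporter Slc2a1 fell by 1.49 (SE 0.15). Interferon-stimulated genes had a median of -1.64, with 18 of 22 lowered and 0 raised (19 and 0 adjusted over the list alone), at adjusted p = 1.47e-05 by camera and adjusted p = 0.586 with an estimated correlation. Beside these, all 15 microglia and macrophage markers fell, with a median of -4.58, and 13 of 15 oligodendrocyte and 11 of 13 meningeal markers (12 adjusted over the list alone) fell, with medians of -2.05 and -2.11. These 3 lists had adjusted p = 8.13e-06, 0.00137 and 0.000306 by camera, and each adjusted p = 0.586 with an estimated correlation. With the non-neuronal score as a covariate, chosen after the data were seen, 1222 genes rose and 1017 fell. In that fit the medians of immediate early, oxidative stress and interferon genes were -0.40, -0.02 and -0.21, and 8, 4 and 2 of their members fell. Among the genes named, Arc (0.013), Bdnf (-0.40), Rpl37 (0.36), Cox5a (0.23), Dhcr7 (0.46) and Tubb3 (0.60) did not pass the test in that fit.

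With the inhibitor present, the acetate response was compared in the same way, as a check on whether it needs ACSS2 activity. Nts again rose, by 3.07 (SE 0.32, adjusted p = 4.58e-05 by edgeR with Benjamini-Hochberg adjustment), as did Nrsn2 by 2.31 (SE 0.19), Sla, an adaptor of receptor signaling, by 1.99 (SE 0.18) and Epha10, an ephrin receptor, by 1.70 (SE 0.20). Falls included those of Acta2, at -6.27 (SE 0.83), Csf1r, at -3.71 (SE 0.83), and Bdnf, at -1.24 (SE 0.15). A total of 2180 genes rose and 3103 fell, and 3434 rose and 4064 fell without DMSO vehicle 1 and inhibitor vehicle 2. Without inhibitor vehicle 1 the counts were 1245 and 1877, and without inhibitor vehicle 3 they were 1348 and 1934. Scaled on neuronal markers, 285 rose and 8568 fell.

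Of 31 vesicle and release genes 18 rose and 1 fell (19 and 1 adjusted over the list alone; median 0.39), of 27 postsynaptic density genes 15 rose and 1 fell (16 and 1; median 0.37), and of 37 ion channels 14 rose and 1 fell under both adjustments (median 0.33). Of 25 sterol genes, 14 rose and 0 fell (16 and 0 adjusted over the list alone), with a median of 0.70; Mvd and Dhcr7 of cholesterol synthesis rose by 1.25 (SE 0.31) and 1.07 (SE 0.22). Camera gave adjusted p = 7.1e-07, 1.32e-05, 1.3e-05 and 1.93e-06 for the 4 lists, and adjusted p = 0.557, 0.586, 0.557 and 0.599 with an estimated correlation. Scaled on neuronal markers their medians were -0.04, -0.08, -0.10 and 0.27, with the first 3 lists turned negative. That scaling moved the median of all genes by -0.45, and again it cannot show a change shared with the neuronal markers. Immediate early genes had a median of -0.91, with 16 of 27 lowered and 0 raised under both adjustments, at adjusted p = 1.3e-05 by camera and adjusted p = 0.557 with an estimated correlation. Arc fell by 1.56 (SE 0.35) and Fos fell by 1.35 (SE 0.28). Of 25 oxidative stress genes, 17 fell and 0 rose (21 and 1 adjusted over the list alone), at adjusted p = 1.05e-08 by camera and adjusted p = 0.557 with an estimated correlation; Hmox1 fell by 2.02 (SE 0.28). Trib3 and Ddit3, targets of the amino acid and endoplasmic reticulum stress response, also fell, with folds of -1.91 (SE 0.25) and -1.15 (SE 0.23). All 15 microglia markers fell here too, with a median of -3.71, at adjusted p = 0.000156 by camera and adjusted p = 0.654 with an estimated correlation, and the non-neuronal score went from 3.24 to 1.88. Acly rose by 0.98 (SE 0.24) and Acat1, the mitochondrial acetoacetyl-CoA thiolase, by 0.54 (SE 0.08), while Acss1, with -0.38 (SE 0.19), did not pass the test; without inhibitor acetate 3 it had -0.60 and passed. Acss2 rose by 0.49 (SE 0.16) at adjusted p = 0.0319 by edgeR with Benjamini-Hochberg adjustment. That value became 0.138 without inhibitor vehicle 1, 0.069 without inhibitor acetate 1, 0.051 without inhibitor acetate 2 and 0.083 without inhibitor acetate 3. With the non-neuronal score as a covariate, Arc (-0.64), Fos (-0.75), Csf1r (-0.12), Acly (0.51), Acss2 (0.29) and Mvd (0.57) did not pass the test in this arm, and scaled on neuronal markers Acss2 (0.045) and Acat1 (0.10) did not.

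The medians of oxidative phosphorylation and ribosomal protein genes were 0.03 and -0.10, with 1 of 36 raised and 0 lowered, and 1 of 36 raised and 6 lowered (0 and 0, and 0 and 5, adjusted over the list alone). By edgeR, 1538 genes rose in both arms where independent lists would share 517, and 2369 fell in both where independent lists would share 852. Across all 15075 genes, which are not independent replicates, the folds of both arms had a Pearson correlation of 0.89 and a Spearman correlation of 0.73. The comparisons use different libraries, so no control is shared.

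**Figure D2:**
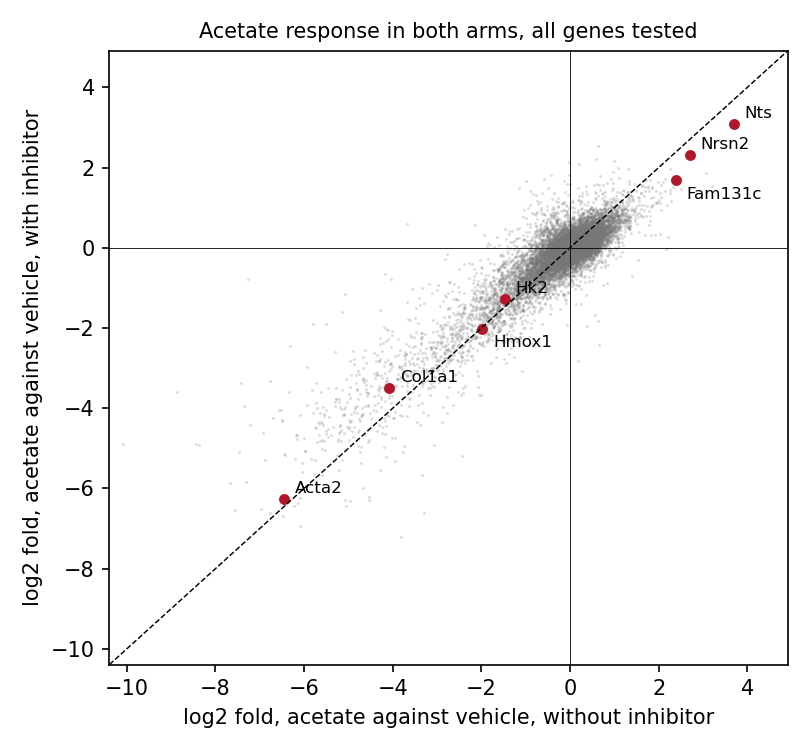
Log2 fold with acetate in cultures without inhibitor (horizontal axis) and with inhibitor (vertical axis) for each of the 15075 genes tested, with the dashed line marking equal folds and 7 genes named in red. Nts lies at 3.70 and 3.07, and Acta2 at -6.45 and -6.27.

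The difference of the acetate responses, inhibitor arm minus DMSO arm, is the direct test of whether the inhibitor changed the response. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 single genes differed. Rasl11b, a Ras-like GTPase (chromosome 5, 74195286 to 74199481), had a difference of 1.15 (SE 0.14, adjusted p = 0.00345), with folds of -0.81 (SE 0.09) without inhibitor and 0.34 (SE 0.10) with it, both past the threshold. Sel1l3 (chromosome 5, 53107083 to 53213927) had a difference of 0.95 (SE 0.11, adjusted p = 0.00345) and Spred3, a brake on Ras signaling (chromosome 7, 29158829 to 29170411), of -1.19 (SE 0.17, adjusted p = 0.0151). Bdnf had a difference of -0.63 (SE 0.20) at adjusted p = 0.106 and Acss2 of 0.24 (SE 0.22) at adjusted p = 0.577, and neither passed. Nor did Acss1 with -0.27 (SE 0.26), Acly with 0.48 (SE 0.32), Fos with 0.38 (SE 0.39) or Arc with -0.50 (SE 0.46). At an unadjusted p under 0.05, 3113 genes differed, and DESeq2 called 255 higher and 753 lower. Without DMSO vehicle 1 and inhibitor vehicle 2, edgeR called 237 higher and 417 lower.

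The 36 ribosomal protein genes had a median difference of -0.45 and the 36 oxidative phosphorylation genes of -0.43, with 0 members past the threshold over all genes by edgeR and 30 and 23 lower adjusted over the list alone. Camera gave adjusted p = 2.86e-23 and 1.92e-14, and each had adjusted p = 0.557 with an estimated correlation. Rps14 had a difference of -0.69 (SE 0.12), Rpl11 of -0.52 (SE 0.10), Cox4i1 of -0.69 (SE 0.17) and Ndufs7 of -0.60 (SE 0.15), with adjusted p of 0.0719, 0.0719, 0.0721 and 0.0721 by edgeR with Benjamini-Hochberg adjustment. Without inhibitor vehicle 3 these were 0.0212, 0.0212, 0.0258 and 0.0214 by the same test, and without DMSO vehicle 1 Rps14 had 0.0483. With the non-neuronal score as a covariate the medians were -0.40 and -0.32, and scaled on neuronal markers -0.26 and -0.24, where the median of all genes moved by 0.17. Another 1861 genes of the same length and abundance, outside both lists, had a median difference of -0.21 with a 95% bootstrap interval of -0.23 to -0.19. Interferon-stimulated genes, cell cycle genes and microglia markers had median differences of 0.44, 0.29 and 0.78, with 0 members past the threshold over all genes or over the list alone. Their camera values were 0.00658, 0.0271 and 0.0134, and adjusted p = 0.764, 0.856 and 0.805 with an estimated correlation. Without inhibitor vehicle 2 the adjusted p by camera was 0.295 for interferon genes and 0.77 for microglia markers, while for microglia markers it was 0.0564, 0.0701 and 0.0817 without DMSO vehicle 3, DMSO vehicle 4 and inhibitor acetate 2. For the cell cycle the camera value was 0.979 without DMSO vehicle 1, 0.0637 without DMSO acetate 1, 0.299 and 0.0855 without inhibitor vehicle 1 and 3, and 0.179 without inhibitor acetate 1. The median of microglia markers was 0.23, 1.32 and 0.30 without inhibitor vehicle 2, inhibitor vehicle 3 and inhibitor acetate 2. That of interferon-stimulated genes was 0.68 and 0.72 without DMSO vehicle 1 and inhibitor vehicle 3, and that of cell cycle genes 0.050, 0.11, 0.46 and 0.15 without DMSO vehicle 1, inhibitor vehicle 1, inhibitor vehicle 2 and inhibitor acetate 1. Immediate early genes had a median difference of -0.01, and vesicle genes of -0.09, and neither list passed camera.

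Single-gene counts of the difference rested on few libraries. The edgeR counts were 260 higher and 745 lower without inhibitor vehicle 3, 30 and 35 without DMSO vehicle 1, and 11 and 8 without inhibitor vehicle 2. Without DMSO acetate 1, 2 genes were lower. The lower count was 0 without any 1 of DMSO vehicle 2, 3 and 4, DMSO acetate 2, and inhibitor acetate 1 and 3, where Spred3 had adjusted p of 0.0555, 0.0619, 0.0568, 0.0593, 0.0559 and 0.0571 by edgeR with Benjamini-Hochberg adjustment. Scaled on neuronal markers, Sel1l3 (1.12) and Spred3 (-1.05) did not pass the test.

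**Figure D3:**
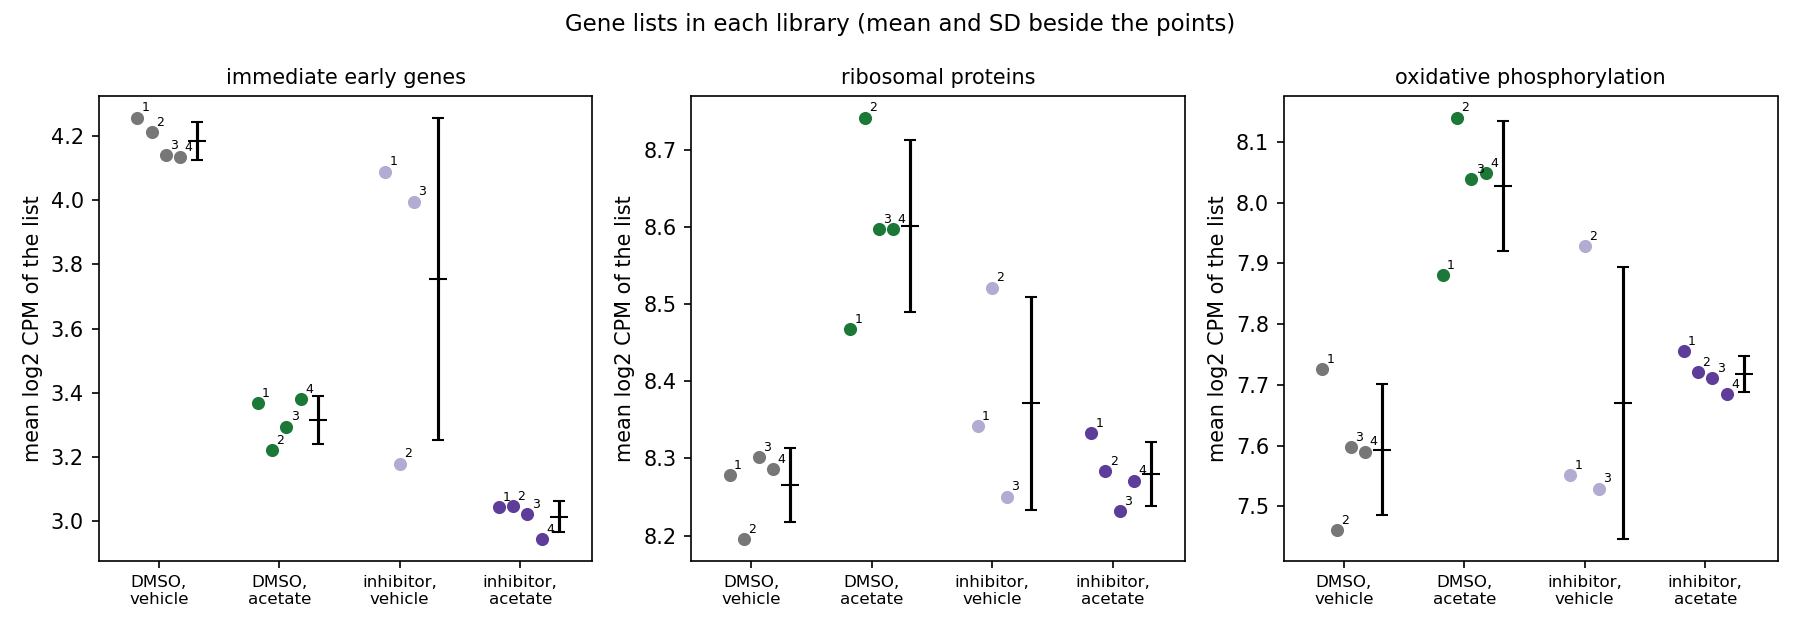
Mean log2 CPM of immediate early genes, ribosomal protein genes and oxidative phosphorylation genes in each library, with 1 point per library, the replicate number beside it and the group mean with its SD as a bar. Ribosomal protein genes average 8.27 in DMSO vehicle, 8.60 in DMSO acetate, 8.37 in inhibitor vehicle and 8.28 in inhibitor acetate; their rise with acetate without inhibitor turns to a median fold of -0.25 when libraries are scaled on neuronal markers.

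To ask how the response of acetate genes compares in size between arms, genes were called in 2 DMSO vehicle and 2 DMSO acetate libraries and measured in libraries not used to call them. Over all 36 choices, the called genes that rose had a median fold of 0.54 ± 0.10 (median over choices ± SD over choices) in the held-out DMSO libraries and 0.32 ± 0.05 in the inhibitor arm. The inhibitor arm was lower in 36 of 36 choices, which overlap in their DMSO libraries and use the same inhibitor libraries throughout. Beside this, the non-neuronal score went from 4.0 to 2.01 in the DMSO arm and from 3.24 to 1.88 in the inhibitor arm, where inhibitor vehicle 2 had 1.72. The called genes that fell had -0.93 ± 0.14 and -0.79 ± 0.10. The 2037 genes raised only in the DMSO arm's test had a median fold of 0.42 there and 0.10 in the inhibitor arm. They were chosen for not being raised in the inhibitor arm, which favours a lower median there. Of these genes, 71.0% were also higher in the inhibitor arm, while 74.8% of all genes had the same sign in both arms. By the edgeR test of the difference 0 of them differed. That test called 3 of all 15075 genes, so it cannot show that their responses were alike.

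In cultures without acetate, the inhibitor was compared with DMSO to find genes that respond to it alone. Derl3, a factor of protein degradation in that compartment (chromosome 10, 75893413 to 75895941), rose by 1.73 (SE 0.25) and Herpud1 by 0.85 (SE 0.11), with adjusted p = 0.00548 and 0.00514 by edgeR with Benjamini-Hochberg adjustment. Derl3 stood at 1.49 ± 0.55 CPM (SD, n = 4) with DMSO and 4.99 ± 1.72 CPM (n = 3) with inhibitor. Hrk, an activator of apoptosis, rose by 1.25 (SE 0.18). Lower genes were Fndc9 with -1.95 (SE 0.28), Nptx2 with -1.84 (SE 0.28), Acan, a proteoglycan of perineuronal nets, with -1.205 (SE 0.17) and the potassium channel Kcna1 with -0.71 (SE 0.10), and all 4 fell past the threshold. In total 523 genes rose and 300 fell, and 413 rose and 396 fell without DMSO vehicle 1 and inhibitor vehicle 2. The raised share was 63.5%, and it was 54.7% with upper-quartile scaling, 51.1% without those libraries and 43.5% scaled on neuronal markers.

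Of 25 genes of the endoplasmic reticulum stress and amino acid response, 6 rose and 0 fell (7 and 1 adjusted over the list alone), with a median of 0.13 (0.083 without inhibitor vehicle 2), at adjusted p = 0.00695 by camera and adjusted p = 0.557 with an estimated correlation. Without inhibitor vehicle 1, Chac1, Ddit3 and Atf4 of this response lost their calls. Their adjusted p was then 0.0619, 0.151 and 0.138 by edgeR with Benjamini-Hochberg adjustment. Ddit3 and Atf4 also lost theirs in most other fits that left out 1 library, such as that without inhibitor vehicle 2 (0.0817 and 0.127). Immediate early genes had a median of -0.38, with 3 of 27 lowered and 0 raised (10 and 1 adjusted over the list alone), at adjusted p = 0.000538 by camera and adjusted p = 0.586 with an estimated correlation; without inhibitor vehicle 2 the median was -0.13 and the camera value 0.199, and without DMSO vehicle 2 the median was -0.24. Egr4 fell by 1.57 (SE 0.36) at adjusted p = 0.027 by edgeR with Benjamini-Hochberg adjustment, and at 0.0584 without inhibitor vehicle 1 and 0.0775 without inhibitor vehicle 2. Cell cycle genes, which mark dividing cells, had a median of -0.78, with 6 of 26 lowered and 0 raised (22 and 0 adjusted over the list alone), at adjusted p = 4.19e-13 by camera and adjusted p = 0.557 with an estimated correlation. Without DMSO vehicle 1, where these genes averaged 5.02 log2 CPM against 3.95 to 4.16 in the rest of its group, the median of cell cycle genes was -0.51. Mcm6, part of the DNA replication helicase, fell by 0.60 (SE 0.10). Without inhibitor vehicle 1, the calls of the cell cycle genes Pcna, Mcm2, Aurkb and Mki67 were lost. Their adjusted p was then 0.0565, 0.0574, 0.0747 and 0.153 by edgeR with Benjamini-Hochberg adjustment. Beside them the oligodendrocyte and microglia markers had medians of -1.07 and -0.62, with 0 members past the threshold by edgeR over all genes or over the list alone, at adjusted p = 0.00165 and 0.00803 by camera and adjusted p = 0.586 and 0.794 with an estimated correlation; without inhibitor vehicle 2 the microglia value was 0.921. Without inhibitor vehicle 2 the medians were -0.74 for oligodendrocyte and -0.086 for microglia markers, without inhibitor vehicle 3 they were -1.57 and -1.15, and without DMSO vehicle 1 that of microglia markers was -0.98. Interferon-stimulated genes had a median of -0.68, with 2 of 22 lowered (4 adjusted over the list alone), at adjusted p = 6.91e-05 by camera and adjusted p = 0.586 with an estimated correlation. The median of interferon-stimulated genes was -0.43 without inhibitor vehicle 2, -0.40 without DMSO vehicle 2 and -1.17 without inhibitor vehicle 3. Acss2 had a fold of -0.51 (SE 0.16) and Acly of -0.61 (SE 0.24), with adjusted p = 0.0716 and 0.122 by edgeR with Benjamini-Hochberg adjustment; without inhibitor vehicle 3 that of Acss2 was 0.0494. Arc had -0.98 (SE 0.33), Bdnf -0.41 (SE 0.15), Acss1 -0.01 (SE 0.19) and Fos -0.01 (SE 0.28), and none of these passed the test; without inhibitor vehicle 3 Bdnf had -0.56 and passed.

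The counts of this comparison depended on the fit. With only the DMSO vehicle and inhibitor vehicle libraries in the model, edgeR called 0 genes in either direction, where 2332 had an unadjusted p under 0.05, and DESeq2 on all libraries called 958 higher and 707 lower. Leaving out 1 library gave 1000 and 630 without inhibitor vehicle 3, 162 and 60 without inhibitor vehicle 1, 134 and 100 without inhibitor vehicle 2, 158 and 110 without DMSO vehicle 2, and 340 and 190 without inhibitor acetate 1, while the lowered count was 189 without DMSO acetate 3 and 198 without inhibitor acetate 2.

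In acetate-treated cultures, the inhibitor was compared with DMSO to find genes whose level under acetate depends on it. Egr4, a transcription factor induced by activity (chromosome 6, 85511121 to 85513589), had a fold of -2.36 (SE 0.34), Vgf, a secreted neuropeptide precursor, of -1.48 (SE 0.21), the nuclear receptors Nr4a1 and Nr4a3 of -1.18 (SE 0.23) and -1.06 (SE 0.20), and Bdnf of -1.04 (SE 0.14), and all passed the test. Higher genes were Elk1, a transcription factor of the growth factor response (chromosome X, 20933395 to 20950608), with 1.46 (SE 0.13, adjusted p = 5.92e-05 by edgeR with Benjamini-Hochberg adjustment), Slc44a5 with 1.52 (SE 0.14), Derl3 with 1.54 (SE 0.22), Il34, a ligand of the Csf1r receptor, with 1.36 (SE 0.18) and Prkab2, a subunit of the energy sensor AMPK, with 1.304 (SE 0.17). In all, 356 genes were higher and 515 lower, and 1050 were higher and 1637 lower without DMSO vehicle 1 and inhibitor vehicle 2. The higher share was 40.9%, and 75.8% scaled on neuronal markers.

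Ribosomal protein genes had a median of -0.35, with 22 of 36 lowered and 0 raised (33 and 0 adjusted over the list alone); Rpl27 fell by 0.61 (SE 0.10) and Rpl8 fell by 0.43 (SE 0.07). Oxidative phosphorylation genes had a median of -0.31, with 13 of 36 lowered and 0 raised (30 and 0 adjusted over the list alone); Cyc1, cytochrome c1, fell by 0.54 (SE 0.08) and Uqcrc1 of the same complex fell by 0.42 (SE 0.08). Camera gave adjusted p = 9.71e-25 and 4.59e-18, and each had adjusted p = 0.557 with an estimated correlation. Scaled on neuronal markers the medians were -0.26 and -0.22, with 0 members past the threshold by edgeR in either list, where 2205 of all genes had an unadjusted p under 0.05; Hdac5 (-0.74) and Hdac9 (-0.54), named next, did not pass in that scaling either. Citric acid cycle genes had a median of -0.18, with 2 of 22 lowered and 0 raised (8 and 0 adjusted over the list alone), at adjusted p = 8.13e-06 by camera and adjusted p = 0.557 with an estimated correlation. The citric acid cycle genes Suclg1 and Sdhb lost their calls without DMSO acetate 2, at adjusted p of 0.0719 and 0.101 by edgeR with Benjamini-Hochberg adjustment. Both also lost them without DMSO acetate 3, inhibitor acetate 1 and inhibitor acetate 3. Immediate early genes had a median of -0.18, with 7 of 27 lowered and 0 raised (8 and 2 adjusted over the list alone), at adjusted p = 0.00535 by camera and adjusted p = 0.611 with an estimated correlation. The median of immediate early genes was -0.058 without DMSO acetate 1, -0.12 without DMSO acetate 4 and -0.060 without inhibitor acetate 4. Arc fell by 1.49 (SE 0.33) at adjusted p = 0.0196 by edgeR with Benjamini-Hochberg adjustment, and had 0.0574, 0.0545 and 0.0698 without DMSO acetate 2, inhibitor acetate 1 and inhibitor acetate 3. Fos, with 0.37 (SE 0.27), did not pass the test. Hdac5 and Hdac9, genes of the histone deacetylase family, fell, with folds of -0.83 (SE 0.13) and -0.62 (SE 0.10). Deacetylase activity was not measured. Of 25 endoplasmic reticulum stress genes 2 rose and 0 fell (3 and 1 adjusted over the list alone), at adjusted p = 0.011 by camera and adjusted p = 0.557 with an estimated correlation; without DMSO acetate 1 the camera value was 0.051. Cell cycle genes had a median of -0.47, with 0 of 26 past the threshold by edgeR over all genes or the list alone, at adjusted p = 1.93e-06 by camera and adjusted p = 0.611 with an estimated correlation. Non-neuronal scores of these groups were 2.01 ± 0.08 and 1.88 ± 0.13 (SD, n = 4 each). Acss2 had a fold of -0.27 (SE 0.15), Acly of -0.14 (SE 0.21) and Acss1 of -0.28 (SE 0.18), and none passed the test.

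Both inhibitor comparisons shared 79 higher genes where independent lists would share 12.4, and 46 lower genes where independent lists would share 10.2. The shared genes included Derl3, higher, and Egr4, Fndc9 and Kcna1, lower. Across all genes, which are not independent replicates, the folds of both comparisons had a Pearson correlation of 0.18 and a Spearman correlation of 0.14.

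Counts in acetate-treated cultures moved with single libraries. The higher count was 97, 170 and 129 without DMSO acetate 2, 3 and 4, 183, 148, 143 and 206 without inhibitor acetate 1, 2, 3 and 4, 598 without DMSO vehicle 1 and 540 without inhibitor vehicle 2. The lower count was 90, 233 and 194 without DMSO acetate 2, 3 and 4, 230, 212, 130 and 197 without inhibitor acetate 1, 2, 3 and 4, 343 without DMSO vehicle 3 and 883 without inhibitor vehicle 2.

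Genes that acetate raised and that were lower with the inhibitor under acetate were counted as the group the study's question is about. There were 274, among them Cyc1, Uqcrc1, Rpl8 and Rpl27, where independent lists would share 122. Both lists use the DMSO acetate libraries. This sharing was tested in 20 simulations with unchanged groups against those libraries. EdgeR's median number of calls was 0 in each list, and the highest number of called genes shared was 0. Lists of the same sizes as the real ones were therefore taken by rank, and shared a median of 341 genes (314 to 358). No gene was changed there, so the 341 is overlap from shared libraries alone. It does not decide how many of the 274 arose that way. When the DMSO acetate libraries were split so that no library served both lists, the median over 6 choices was 24.5 (3 to 122), where independent lists would share 12.6. Across genes the folds had a Pearson correlation of -0.14, against -0.50 in the simulations, and a covariance of -0.049, against -0.034 in the simulations, a difference of -0.014. The count was 39, 138 and 86 without DMSO acetate 2, 3 and 4, 107, 112, 50 and 93 without inhibitor acetate 1, 2, 3 and 4, 167 without DMSO vehicle 3 and 501 without inhibitor vehicle 2. In the other direction 98 genes fell with acetate and were higher with the inhibitor, where independent lists would share 97.7.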

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

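The tests of non-neuronal content, of the label of inhibitor vehicle 2 and of Y-linked and X-linked genes, and the tests on other splits of the libraries, were chosen only after the result was seen. Of 135 checks for a library far from the other 3 of its group, 10 found such a library. Chance flags about 1 in 20, or 6.75 here, so a single value taken alone carries little weight. The flags were not spread evenly over the libraries. Of the 10, 9 were in DMSO vehicle 1: a share of 3.99% of counts in its 10 most abundant genes (95% counting interval 3.98% to 3.99%), mean log2 CPM of 6.88 for postsynaptic density genes, 7.17 for citric acid cycle genes, 6.31 for heat shock genes, 8.20 for pan-neuronal markers and 2.65 for microglia markers, a non-neuronal score of 3.03, Csf1r at 9.86 CPM and Acss2 at 35.7 CPM. In DMSO acetate 1 the non-neuronal score was 2.13. DMSO vehicle 1 also stood apart by the chi-square of pairs. Its pairs had 63.3 to 86.8 per gene, against 4.65 to 16.7 among the other DMSO vehicle libraries. Inhibitor vehicle 2 stood further apart by the same measure. Its pairs had 129 and 144 per gene, against 13.7 for the pair of inhibitor vehicle 1 and 3. Inhibitor vehicle was left out of the 135 checks, having 3 libraries.

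A difference between the arms in the response to acetate, by the test of the difference, marked Rasl11b (1.15), Sel1l3 (0.95), Spred3 (-1.19) and the medians of oxidative phosphorylation genes (-0.43), ribosomal protein genes (-0.45), interferon-stimulated genes (0.44), cell cycle genes (0.29) and microglia markers (0.78). For these 5 lists the adjusted p by camera was 1.92e-14, 2.86e-23, 0.00658, 0.0271 and 0.0134, and adjusted p = 0.557, 0.557, 0.764, 0.856 and 0.805 with an estimated correlation. In the reads outside genes, the share on no annotated feature averaged 15.7% in inhibitor vehicle and 14.9% in inhibitor acetate, above the 12.7% to 13.6% of the DMSO vehicle libraries; DMSO acetate libraries had 12.8% to 15.2%, inhibitor vehicle 2 had 17.6% and inhibitor acetate 4 had 16.8%.

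The first pattern weighed is the set of genes raised or lowered by acetate while non-neuronal markers were lower. Of the 3575 raised genes, 210 passed a minimum fold of 1.2 relative to neuronal markers. With inhibitor 133 of 2180 raised genes passed it, and 76 genes passed in both arms, which use different libraries. But 3 of the 26 markers used for that scaling were among the 210, and the marker Tubb3 was among the 76. Passing is thus not confined to genes outside the markers, so these counts do not decide the matter. For these 210, for the other 3365 raised genes, whose median was -0.16 relative to neuronal markers (95% bootstrap interval -0.16 to -0.14), and for the lowered genes, of which 17.3% stayed lowered with the non-neuronal score as a covariate, an effect of acetate inside cells and a loss of other cells cannot be told apart, since the score and the treatment go together in all libraries but inhibitor vehicle 2, and a single library does not settle it. An acetate library under the label inhibitor vehicle 2 is argued against but not excluded. It lay 0.363 of the way from the other inhibitor vehicle libraries to inhibitor acetate (95% bootstrap interval 0.232 to 0.491). On the first principal component, the main axis of difference between libraries (71.6% of variance), it lay at 36.4. There inhibitor acetate lay at 36.7 to 46.7, and inhibitor vehicle 1 and 3 at -64.6 and -70.6. That component had a Pearson correlation of -0.993 with the non-neuronal score, so it cannot tell a wrong label from low non-neuronal content.

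The second pattern is the higher Xist and lower Y-linked transcripts of the acetate cultures. A larger share of female cells in those cultures stays open: 5 of 8 tests of Y-linked genes were lowered and 0 raised, but these genes are part of the pattern itself and give no independent support, 4 X-linked genes that escape inactivation were raised in 0 of 8 tests and lowered in 0, and the labels give no sex. Fewer non-neuronal cells as the cause of the higher Xist without inhibitor is argued against but not excluded. The fold of Xist there was 0.94 with the non-neuronal score as a covariate and 0.96 without it. But the score and the treatment go together in all libraries but inhibitor vehicle 2, which limits that fit. The vehicle libraries with low scores had Xist at the vehicle level. DMSO vehicle 1, with a score of 3.03, had 61.7 CPM, and inhibitor vehicle 2, with 1.72, had 67.2 CPM. The folds of the Y-linked genes, and of Xist with inhibitor, are not given here with the score as a covariate. An effect of acetate on Xist itself was not tested apart from the cultures' make-up. Whether vehicle and acetate cultures came from the same preparation is not given in the sources used here; Xist was at 60.884 to 74.893 CPM in the vehicle and 116.66 to 159.76 CPM in the acetate libraries, and separate preparations, which would add their own differences to every acetate fold in this text, were not tested.

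The third pattern is the smaller acetate response of ribosomal protein and oxidative phosphorylation genes with the inhibitor. A bias with gene length or abundance and an effect of the inhibitor on these genes cannot be told apart: genes of matched length and abundance had a median difference of -0.21, and both lists together -0.44. A different non-neuronal content, as measured by the score, is excluded as the whole cause, since the median of ribosomal protein genes was -0.40 with the score as a covariate. Scaled on neuronal markers the medians of both lists, given above, were smaller in size but still negative, and the median of all genes moved by 0.17. A share of the pattern from this cause is therefore not excluded.

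Groups were also compared with other splits of the same libraries. Acetate without inhibitor gave 7714 genes, and the highest other of 35 splits gave 0; with inhibitor the values were 5283 and 1343, again in 35 splits. The inhibitor with acetate gave 871, and the highest other of 35 splits 1. In each of these 3 comparisons 1 of 35 splits, the real one, reached its count. That share, 0.029, is the smallest that 35 splits can give. Other splits mix libraries of both treatments in each group, which widens the spread within groups and makes few calls likely beforehand. The real groups thus stood above all other splits, but chance is not excluded by this. A grouping by preparation or cell make-up was not tested by these splits. The inhibitor without acetate gave 823, and 1 of 35 splits, the real one, reached that count; but the highest other gave 793, with DMSO vehicle 1 and inhibitor vehicle 1 and 2 set against the other vehicle libraries. The real groups gave 162 raised and 60 lowered genes without inhibitor vehicle 1 and 1000 and 630 without inhibitor vehicle 3, so the gap of the counts is small beside their spread and is given here without a claim that chance is excluded. The same holds for the difference of responses, which gave 3 genes, reached by 1 of 100 draws, the real grouping, with 1 gene in the highest other: without single libraries its counts ranged from 2 to 260 higher and 0 to 745 lower.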

How the results depend on the processing

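The covariate, the omission of both vehicle libraries that stood apart and the scaling on neuronal markers are tests chosen after the result was seen. All 10 counts of genes stayed within 1.5 times under DESeq2 size factors, upper-quartile scaling, no filter and a stricter filter, and all 142 named genes kept their call under DESeq2 size factors. Where a value changed, the cause was not tested. Without inhibitor, acetate raised and lowered 1904 and 2751 genes at a minimum fold of 1.2, 1222 and 1017 with the covariate, and 395 and 11228 scaled on neuronal markers. With inhibitor these were 758 and 1730, 862 and 1131, and 285 and 8568, and 3434 were raised without both libraries. The difference of responses gave 264 and 582 with the covariate, 237 and 417 without both libraries, 255 and 753 by DESeq2, and 0 lower scaled on neuronal markers (edgeR, 2039 at unadjusted p under 0.05). The inhibitor without acetate gave 9 and 7 at the minimum fold, 1240 and 1068 with the covariate, 40 and 52 scaled on neuronal markers, 958 and 707 by DESeq2, and 0 and 0 by edgeR with only the groups compared (2332 at unadjusted p under 0.05). With acetate it gave 20 and 21, 888 and 1412, 72 and 23, 595 and 875, and 1201 and 1487 in that order, and 1050 and 1637 without both libraries. Genes raised by acetate and lower with the inhibitor numbered 482 by DESeq2, 903 without both libraries, 1 scaled on neuronal markers, and 24.5 (median of 6 choices) with the shared libraries split.

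Direction reversed with the covariate for the lists of sterol (-0.12), microglia (0.083), endothelial (-0.026, by the direction of camera) and meningeal genes (0.31) under acetate without inhibitor, for interferon (0.056), microglia (0.27) and meningeal genes (0.075) with inhibitor, and for microglia markers (0.15) under the inhibitor without acetate. The score is the mean of 5 marker lists that include the microglia, endothelial and meningeal ones, and Col1a1 is one of the meningeal markers, so adjusting for the score takes away change of these by construction, and their reversals say nothing on how stable they are. Among single genes it reversed for Arc (0.013), Slc7a11 (0.11) and Col1a1 (0.57) without inhibitor and Col1a1 (0.47) with it, and, scaled on neuronal markers, for Cyc1 (-0.10), Rpl15 (-0.15), Acat1 (-0.021) and Acss2 (-0.34) under acetate without inhibitor.

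Replicate numbers did not pair the libraries: the 21 same-number pairs had correlations of -0.65 to 0.38, with a median of -0.10 and 6 over 0.1, and 2 of 15 libraries were closest to their own number. With the replicate block, 321 genes were raised by the inhibitor without acetate, 234 were higher and 282 lower with acetate, and 139 were raised by acetate and lower with the inhibitor; 7 of 11 counts, 58 of 59 list calls and 132 of 142 named genes kept their call.

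Leaving out 1 library at a time gave 3010 to 3855 raised and 3547 to 4500 lowered genes for acetate without inhibitor, 1245 to 2894 and 1877 to 3616 with inhibitor, 2 to 260 and 0 to 745 for the difference of responses, 134 to 1000 and 60 to 630 for the inhibitor without acetate, 97 to 598 and 90 to 883 with acetate, and 39 to 501 raised by acetate and lower with the inhibitor. In these fits 2 of 11 counts, 42 of 59 list calls and 106 of 142 named genes were kept throughout, and 0 reversed. In the list tests with an estimated correlation, 0 of 59 calls were kept. In simulated data the difference of responses recovered 20.3% of genes changed 1.5 fold in DMSO acetate and 13.3% of those changed in inhibitor vehicle, so small differences were mostly missed at this depth and number of libraries.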

Other observations

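No hypothesis beyond those above was tested. Apart from the non-neuronal score as a covariate, no tests in this part were chosen after the result was seen. Choroid plexus markers fell in both arms, with 8 of 9 lowered without inhibitor (9 adjusted over the list alone; median -1.87) and 9 of 9 with it (median -1.89), at adjusted p = 0.00019 and 1.55e-05 by camera and adjusted p = 0.569 and 0.557 with an estimated correlation. Markers of neural progenitors had medians of -0.51 and -0.64, with 10 of 14 lowered and 1 raised without inhibitor and 9 lowered and 0 raised with it, at adjusted p = 0.00695 and 0.000228 by camera and adjusted p = 0.586 and 0.557 with an estimated correlation. Vessel markers had medians of -1.59 and -1.32, with 6 of 10 lowered in each arm, at adjusted p = 0.0364 and 0.0234 by camera and adjusted p = 0.631 and 0.611 with an estimated correlation. The camera value was 0.0566 and 0.0576 without DMSO vehicle 3 and DMSO acetate 2 in the first arm, and 0.057 and 0.0646 without inhibitor vehicle 1 and 3 in the second.

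Of 24 genes that make or use acetyl-CoA, 8 rose and 4 fell with acetate without inhibitor (median 0.21, camera adjusted p = 0.077), and 10 rose and 1 fell with inhibitor (median 0.16, and 0.26 without inhibitor vehicle 2), at adjusted p = 0.0291 by camera and adjusted p = 0.557 with an estimated correlation. Of 25 histone acetyltransferases and deacetylases, 6 rose and 7 fell without inhibitor and 2 rose and 3 fell with it, and the list did not pass camera in either arm. GABA receptor genes had medians of 0.23 and 0.18, with 5 and 3 of 14 raised and 0 lowered, and glycolysis genes of 0.28 and 0.13, with 11 and 5 of 19 raised and 4 and 4 lowered; neither list passed camera.

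Further lists passed camera at its preset correlation and are given by median, members raised and lowered, adjusted p by camera and adjusted p with an estimated correlation. Acetate without inhibitor: memory and CREB pathway genes, 0.24, 12 and 6 of 26, 0.0466, and adjusted p = 0.557 with an estimated correlation; the camera value was 0.0581, 0.06, 0.0535 and 0.0502 without DMSO vehicle 3, DMSO vehicle 4, DMSO acetate 1 and inhibitor acetate 2. Acetate with inhibitor: memory and CREB pathway genes, 0.20, 7 and 4 of 26, 0.00978; glutamate receptors, 0.23, 9 and 1 of 25, 0.0271; pan-neuronal markers, 0.50, 12 and 0 of 14, 1.71e-06; endoplasmic reticulum stress genes, -0.11, 1 and 10 of 25, 0.0271. Each of these 4 had adjusted p = 0.557 with an estimated correlation, and the last had a camera value of 0.197 without inhibitor vehicle 2 and 0.0576 without inhibitor acetate 1. Without inhibitor vehicle 2 the medians were 0.33 for memory and CREB pathway genes, 0.36 for glutamate receptors and -0.20 for endoplasmic reticulum stress genes, the last -0.19 without inhibitor vehicle 1. In the same arm interferon-stimulated genes had a median of -1.29, with 1 raised and 13 lowered of 22, and astrocyte, oligodendrocyte and meningeal markers had medians of -0.60, -1.17 and -2.22, with 6 of 16, 8 of 15 and 9 of 13 lowered. Their values were 0.00525, 0.00334, 0.0144 and 0.00124 by camera (interferon genes 0.0564 and oligodendrocyte markers 0.0569 without inhibitor vehicle 3), and adjusted p = 0.764, 0.586, 0.654 and 0.611 with an estimated correlation. The median of astrocyte markers was -0.34 without inhibitor vehicle 3. With the non-neuronal score as a covariate, the median of interferon-stimulated genes in this arm was 0.056. For the inhibitor without acetate, sterol genes had a median of -0.31, citric acid cycle genes of -0.09, ribosomal protein genes of 0.12 and inhibitory neuron markers of -0.22, with camera values of 0.00226, 0.0325, 0.0129 and 0.0291 and adjusted p = 0.794, 0.776, 0.807 and 0.631 with an estimated correlation. Each of these 4 calls was lost without single libraries: sterol genes without DMSO vehicle 1 (0.644) and inhibitor vehicle 1 (0.153); citric acid cycle genes without DMSO vehicle 1 (0.259), inhibitor vehicle 1 (0.242) and inhibitor vehicle 3 (0.117). Ribosomal protein genes lost theirs without DMSO vehicle 2 (0.0577) and inhibitor vehicle 2 (0.664), and inhibitory neuron markers without DMSO vehicle 2, 3 and 4 (0.0986, 0.062, 0.0554) and inhibitor vehicle 1 and 2 (0.054, 0.147). Medians moved to -0.00086, -0.13 and -0.58 for sterol genes without DMSO vehicle 1, inhibitor vehicle 1 and inhibitor vehicle 2, and to -0.053, -0.035 and -0.16 for citric acid cycle genes in the same order. Ribosomal protein genes moved to 0.036 and 0.18, and inhibitory neuron markers to -0.14 and -0.36, without inhibitor vehicle 2 and 3. With acetate, progenitor markers had a median of -0.20 and a camera value of 0.013, which was 0.0524 without inhibitor acetate 2 and 0.0543 without inhibitor acetate 4, and adjusted p = 0.597 with an estimated correlation.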
